A study of Danio rerio with 9 samples. Its data were reported in "Mycb and Mych stimulate Müller glial cell reprogramming and proliferation in the uninjured and injured zebrafish retina" (2024).

How the data were processed

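GFP+ MG were sorted from *gfap:GFP* retinas of Wt uninjured fish, Wt fish at 2 dpi and *mych mut* fish at 2 dpi, with 3 libraries per group. Per the study's methods, polyA RNA was sequenced on an Illumina NovaSeq instrument and reads were mapped to the zebrafish genome. The aligner, the counting tool, the annotation release and the use of strand are not stated. The authors deposited raw read counts per Ensembl gene, 1 column per library, with no normalization. Groups and replicate numbers were taken from the sample labels. The table held 23707 gene IDs, of which 93.4% had a symbol in the names table, and 3304 IDs shared a symbol with another ID. Symbols mix zebrafish and human styles. Genes that overlap, lie antisense to one another or resemble a copy are uncertain, because how their reads were counted is not stated.

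Library totals ran from 46835977 to 77133615 counts. At this depth the difference between replicates, not counting, limits the precision of most genes. A gene with at most 3 counts in every library of a group was treated as at the floor there, and its fold was computed against that floor as a lower bound. Such floors cover counting error only.

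Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr by group (20484 genes), scaled by TMM, and fitted in 1 model of the 9 libraries with a mean per group and robust dispersion. Quasi-likelihood F tests gave the 3 comparisons of groups, with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p-value of at most 0.05 and an absolute log2 fold change above 0.5, the study's thresholds. The study's further threshold on FPKM was not applied. CPM values used TMM-scaled library sizes, and log2 CPM a prior count of 2.

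Gene families (15, by symbol pattern) and lists of marker genes of 8 retinal cell types were tested on log2 CPM with camera in limma 3.58.1, with a preset correlation of 0.01, beside fry and camera's estimated correlation. Family p-values were adjusted over the families and the comparisons of injury and genotype. The genes named are the 6 Myc family genes, the genes assayed by qPCR in the study, and, in each of those comparisons, the 5 called genes with the largest rise and the 5 with the largest fall among genes with a symbol, a mean of at least 10 CPM and no overlap between the libraries of the groups compared. A further 5, under the same conditions, were those called in both with opposite signs for which the smaller of both absolute changes was largest. Some single genes of these lists are not reported here. Tests, families, marker lists, this rule and most alternatives were fixed before the data were examined. The families follow those that the study names, partly from these same libraries.

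To set the level that shared Wt 2 dpi libraries give, 50 data sets with unchanged mutants were simulated from the fitted Wt 2 dpi means and dispersions. The alternatives tried were other scalings (DESeq2 size factors, library size only, upper quartile), DESeq2 1.42.0's Wald test, no filter on low counts, only the 6 libraries compared, a dispersion that is not robust, the replicate number as a block, other fold thresholds, and leaving out each library in turn.

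The tests were tested on simulated counts with 200 genes changed by 2-, 4- or 8-fold. edgeR tested 19541 genes and called 90 of the 194 changed genes among them, 44 of 65 at 8-fold, 37 of 65 at 4-fold and 9 of 64 at 2-fold, and called 5 unchanged genes. DESeq2 was run on 20481 genes, called 111 of the 200 changed genes and 65 unchanged genes. A simulated family of 40 genes that fell by 1 on the log2 scale, 36 of which were tested, gave a median of -1.02 and a camera p of 1.58e-25, and an unmoved family (37 tested) gave 0.136. A table of another genome build was used for which genes share a chromosome, and no coordinates are given. Tables were handled and figures drawn in Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.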

Results

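The regeneration-associated transcriptome of Müller glia (MG) was measured by RNAseq of GFP+ cells sorted from *gfap:GFP* zebrafish retinas. In these fish, MG and MG-derived progenitors carry GFP. The 9 libraries formed 3 groups of 3: MG from Wt uninjured retinas, MG from Wt retinas at 2 days post injury (dpi), and MG from *mych mut* (*mych*-/-) retinas at 2 dpi. The injury was a set of needle pokes through the eye. The design had no uninjured *mych mut* group, so an effect of genotype that precedes injury could not be separated from an effect on the injury response. Library totals ranged from 46835977 to 77133615 counts. Replicates within a group correlated at 0.966 to 0.982. This is Pearson's r of log2(CPM + 1), scaled by library totals only, across genes, which are not independent replicates. Pairs of a Wt and a *mych mut* library at 2 dpi correlated at 0.943 to 0.971. Some of these pairs were thus as close as the least close replicates, *mych mut* replicates 2 and 3 (0.966). The first principal component held 45.2% of the variance and separated the uninjured libraries from both injured groups, and the second held 11.9% and separated the *mych mut* from the Wt libraries at 2 dpi. The common biological coefficient of variation was 62.2%.

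The *mych* transcript was examined first, because the mutation defines a group. The allele is a frameshift, which need not lower the transcript. *mych* (ENSDARG00000077473) stood at 19.0 ± 7.5 CPM (SD, n = 3) in Wt uninjured MG, 244 ± 70.0 CPM in Wt MG at 2 dpi and 167 ± 26.9 CPM in *mych mut* MG at 2 dpi. It rose with injury in Wt MG by 3.68 on the log2 scale (SE 0.33, edgeR quasi-likelihood adjusted p 7.61e-06), and every Wt 2 dpi library lay above every uninjured library. Between genotypes at 2 dpi the log2 fold change was -0.55 (SE 0.30, edgeR adjusted p 0.335), a difference within the spread of the replicates. The counts alone therefore neither bear out nor contradict the genotype labels.

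**Figure D1:**
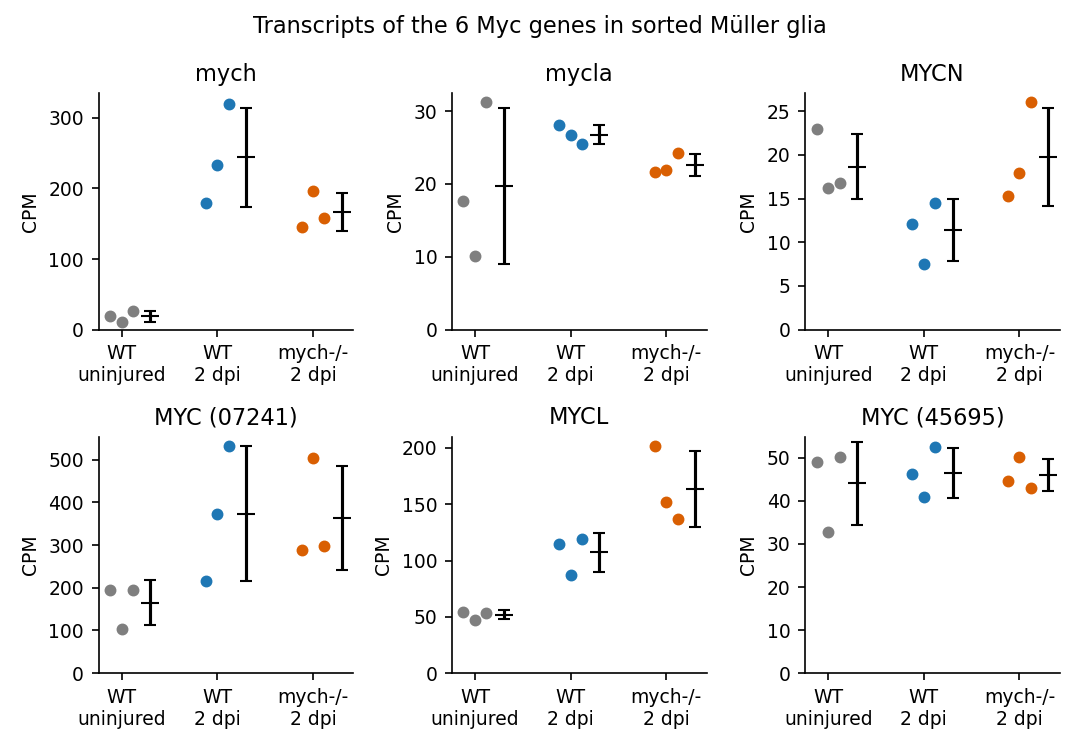
CPM (TMM-scaled counts, y axes starting at 0) of the 6 genes named as Myc family members, in the 3 Wt uninjured, 3 Wt 2 dpi and 3 *mych*-/- 2 dpi libraries. Points are libraries, the horizontal mark beside them is the group mean and the bar is 1 SD, and *mych* rises from a mean of 19.0 CPM to 244 CPM with injury in Wt MG.

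The first comparison of the family asked which Myc genes respond to injury in MG. Of the 6 Myc family genes tested, 3 were called in Wt 2 dpi against Wt uninjured MG, all 3 of them higher. A gene is called here when its adjusted p-value was at most 0.05 and its log2 fold change was beyond 0.5 in either direction. Besides *mych*, these were *MYCL* (ENSDARG00000034956), with a log2 fold change of 1.04 (SE 0.20, edgeR adjusted p 0.00138), and *MYC* (ENSDARG00000007241), with 1.18 (SE 0.36, edgeR adjusted p 0.0197). The names table gives the symbol *MYC* to a pair of zebrafish genes, and which is *myca* and which *mycb* was not assigned here. The other, ENSDARG00000045695, changed by 0.08 (SE 0.21, edgeR adjusted p 0.798). *MYCN* (ENSDARG00000006837) changed by -0.71 (SE 0.31, edgeR adjusted p 0.0829) and *mycla* (ENSDARG00000006003) by 0.44 (SE 0.33, edgeR adjusted p 0.31). Adjusted over the list alone, the same count of 3 passed the adjusted p threshold with injury and 0 passed it between genotypes. With the inner retinal neuron score as a covariate, the setting that moved the count most, 1 gene of the family was called with injury. The count ran from 2, without Wt uninjured replicate 2, to 4, without Wt uninjured replicate 3. In *mych mut* against Wt MG at 2 dpi, 0 of the 6 were called. The largest difference there was that of *MYCN*, at 0.79 (SE 0.31, edgeR adjusted p 0.184).

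The injury response of Wt MG was then taken across all genes. Of 20484 genes tested, 8621 were called in Wt 2 dpi against Wt uninjured MG, 4561 higher and 4060 lower, and 10180 had an unadjusted p-value under 0.05. The setting that moved this count most was the inner retinal neuron score as a covariate, which left 894 genes. That score differs between uninjured and injured libraries, so the covariate takes up much of the injury effect itself. The largest rises, among abundant called genes with a symbol whose libraries did not overlap between groups, were those of *clcf1*, *kng1*, *RTKN2*, *mhc1uba* and *gtse1*. All 5 were at or under 3 counts in every uninjured library, so only a lower bound on the rise can be given. *clcf1* was at least 1720-fold higher at 2 dpi, *kng1* at least 886-fold, *RTKN2* at least 760-fold, *mhc1uba* at least 535-fold and *gtse1* at least 460-fold. *mhc1uba* also had 0 counts in every *mych mut* library, so only the Wt 2 dpi libraries held its reads. For this gene an injury response and a difference in sequence or copy between the fish used cannot be told apart, because the groups came from different fish. *clcf1* averaged 123 ± 5.58 CPM (SD, n = 3) in Wt MG at 2 dpi. The largest falls were those of *abi3bpb*, *SLC25A23*, *sagb*, *GUCA1B* and *GRK1*. *abi3bpb* fell from 44.9 ± 25.3 to 2.64 ± 1.32 CPM (log2 fold change -4.09, SE 0.51, edgeR adjusted p 8.6e-05), and the other four changed by -3.84 to -3.60. *sagb* and *GUCA1B* are on the list of rod photoreceptor markers, whose genes fell as a group.

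The second comparison asked which genes differ in MG when *mych* is mutated, at the same time after injury. In *mych mut* against Wt MG at 2 dpi, 347 genes were called, 75 higher and 272 lower, and 3976 had an unadjusted p-value under 0.05. The call count and its direction depended on the test and on single libraries. DESeq2's Wald test called 1801 genes, and all 347 were among them. Leaving out Wt 2 dpi replicate 1 gave 982 genes (436 higher and 546 lower) and leaving out *mych mut* replicate 2 gave 1026 (399 higher and 627 lower). Leaving out Wt 2 dpi replicate 2 gave 8, *mych mut* replicate 1 gave 9, *mych mut* replicate 3 gave 28 (14 higher and 14 lower) and Wt 2 dpi replicate 3 gave 53. Leaving out an uninjured library gave 168 (Wt uninjured replicate 1), 164 (replicate 2) and 227 (replicate 3).

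The largest rises in *mych mut* MG, under the same conditions, were those of *NPR3*, *si:ch211-214b16.4*, *PLA2G4A*, *mansc1* and *MEGF11*. *NPR3* averaged 3.10 ± 0.25 CPM in Wt and 24.4 ± 14.2 CPM in *mych mut* MG (n = 3 each, log2 fold change 2.98, SE 0.40, edgeR adjusted p 0.0107). *si:ch211-214b16.4* rose by 2.55, *PLA2G4A* by 2.19 and *mansc1* by 2.17. *MEGF11* averaged 3.46 ± 1.30 CPM in Wt and 14.9 ± 8.98 CPM in *mych mut* MG (edgeR adjusted p 0.0419). The largest falls were those of *mhc1uba*, *loc101882772*, *her4.3*, *RNPS1* and *erv*. *mhc1uba* had 0 counts in every *mych mut* library and was at least 761-fold lower than in Wt MG at 2 dpi. It also had 0 counts in the 3 Wt uninjured libraries. *loc101882772* averaged 12.1 ± 2.22 CPM in Wt and 0.186 ± 0.308 CPM in *mych mut* MG at 2 dpi. *her4.3* changed by -4.18 (SE 0.81, edgeR adjusted p 0.0372), *RNPS1* by -3.80 (SE 0.48, edgeR adjusted p 0.0102) and *erv* by -2.74 (SE 0.50, edgeR adjusted p 0.0325). *mhc1uba* and *her4.3* belong to families of similar genes, and reads shared with such copies make their values uncertain.

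The share of injury-responsive genes that differ in the mutant was obtained from the overlap of these calls. Of the 8621 genes called with injury, 317 (3.7%) were also called between genotypes, and 306 of them (96.5%) moved in the opposite direction. Of the 251 that rose with injury, 247 were lower in *mych mut* MG, and of the 66 that fell, 59 were higher. The alternative that moved the share most upwards was DESeq2's Wald test, with 16.2%. Across the fits that each left out 1 library, the share ran from 0.098% (without *mych mut* replicate 1) to 11.1% (without Wt 2 dpi replicate 1). Among the genes called in both with opposite signs, those for which the smaller of both changes was largest were *mhc1uba*, *her4.3*, *RRM2*, *mansc1* and *MEGF11*. *RRM2* averaged 2.13 ± 1.17 CPM in uninjured, 335 ± 73.8 CPM in Wt 2 dpi and 66.5 ± 16.9 CPM in *mych mut* 2 dpi MG (n = 3 each). Its log2 fold change was 7.29 with injury (SE 0.43, edgeR adjusted p 5.5e-07) and -2.33 between genotypes (SE 0.34, edgeR adjusted p 0.014).

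Both comparisons used the Wt 2 dpi libraries, so their fold changes are negatively related even when the mutation has no effect. In 50 simulations of unchanged mutants the correlation across genes was -0.204 at the median (-0.225 to -0.183), against -0.502 observed (Spearman correlation -0.616, against -0.163). Genes are not independent replicates. Of the genes that rose with injury, 86.2% were lower in *mych mut* MG, against 55.5% in the simulations (54.4% to 57.2%). Of the genes that fell with injury, 91.5% were higher, against 56.9% (54.9% to 60%). The simulations called a median of 0 genes between genotypes, with a maximum of 2. Fitted means and dispersions hold no variation that the genes of a library share. Such variation may be present here: splitting Wt 2 dpi replicate 1 and *mych mut* replicates 1 and 3 from the other injured libraries gave 646 genes. The simulated ranges may therefore be too narrow as the level without an effect of the mutation. When different Wt 2 dpi libraries served the 2 comparisons, the correlation was -0.223 to -0.139 (Spearman correlation -0.449 to -0.246). No simulation of unchanged mutants was run for those fits.

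**Figure D2:**
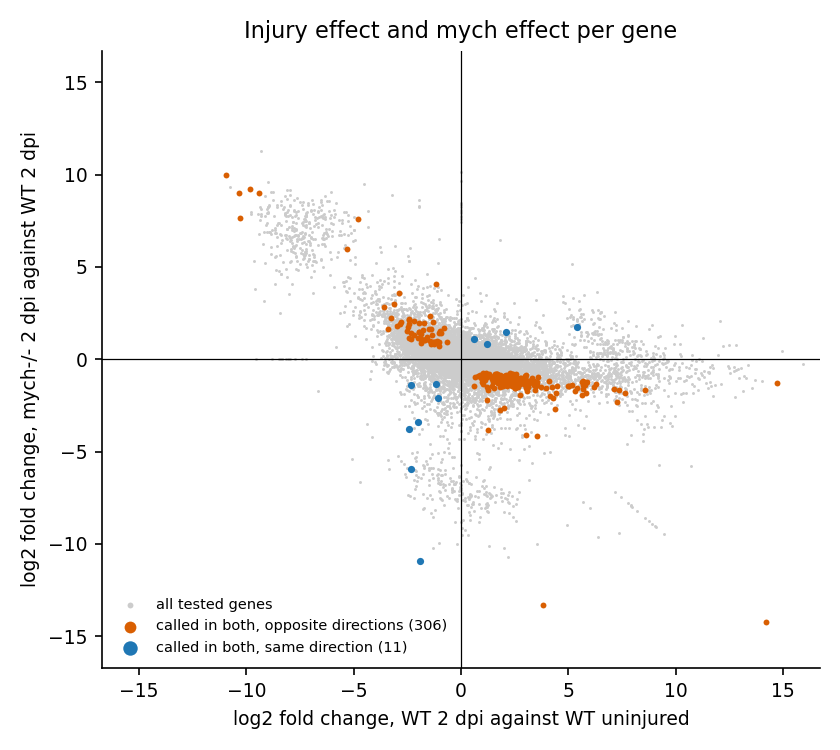
Log2 fold change with injury (x axis, Wt 2 dpi against Wt uninjured) and between genotypes (y axis, *mych*-/- 2 dpi against Wt 2 dpi) for the 20484 genes tested. Orange points are the 306 genes called in both comparisons with opposite signs and blue points the 11 with the same sign, and fitted values far from 0 include genes at the count floor in one group, whose size is not a measurement.

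Gene families of cell division and protein synthesis were compared next, since the study asked which of these processes Mych regulates in MG. All 15 families, formed by symbol, were higher in Wt 2 dpi than in Wt uninjured MG by limma's camera test, with medians from 0.54 (cdk/cdc, adjusted p 0.00968) to 6.20 (mcm, adjusted p 5.7e-08). The cytosolic ribosomal proteins rose by a median of 2.38 (rpl, 47 of 47 genes higher) and 2.48 (rps, 35 of 36 higher). All 15 families were lower in *mych mut* than in Wt MG at 2 dpi. The study had named such families, partly from these libraries, as induced in MG with members regulated by Mycb or Mych. Their shared directions in both comparisons are therefore not independent evidence. Ribosome biogenesis genes had a median of -1.06 (25 of 26 genes lower, 13 of them called, camera adjusted p 3.93e-21). rpl genes had a median of -0.96 (47 of 47 lower, 9 called, camera adjusted p 1.03e-30) and rps genes -0.93 (34 of 36 lower, 5 called, camera adjusted p 3.08e-21). Among the cell division families, cenp had a median of -1.08, ncap -1.04, replication -0.92 and mcm -0.89, and 1 gene of these 4 families was called. The smallest median was that of the cyclins (ccn, -0.29, camera adjusted p 0.0116). In *mych mut* replicate 2 the fall was smaller than in the other mutant libraries in most families. For DNA polymerases it was -0.08 there, against -0.93 and -0.60.

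The family calls depended on how the correlation between genes was treated. With limma's fry test all 15 families held with injury and 14 held between genotypes, DNA polymerases (adjusted p 0.083) being the exception. With camera's estimated correlation 0 of 15 held in either comparison (smallest adjusted p 0.0766). The directions were the same under every scaling tried. Scaling by library size only moved the median of all genes between genotypes to 0.11, from 0.03.

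**Figure D3:**
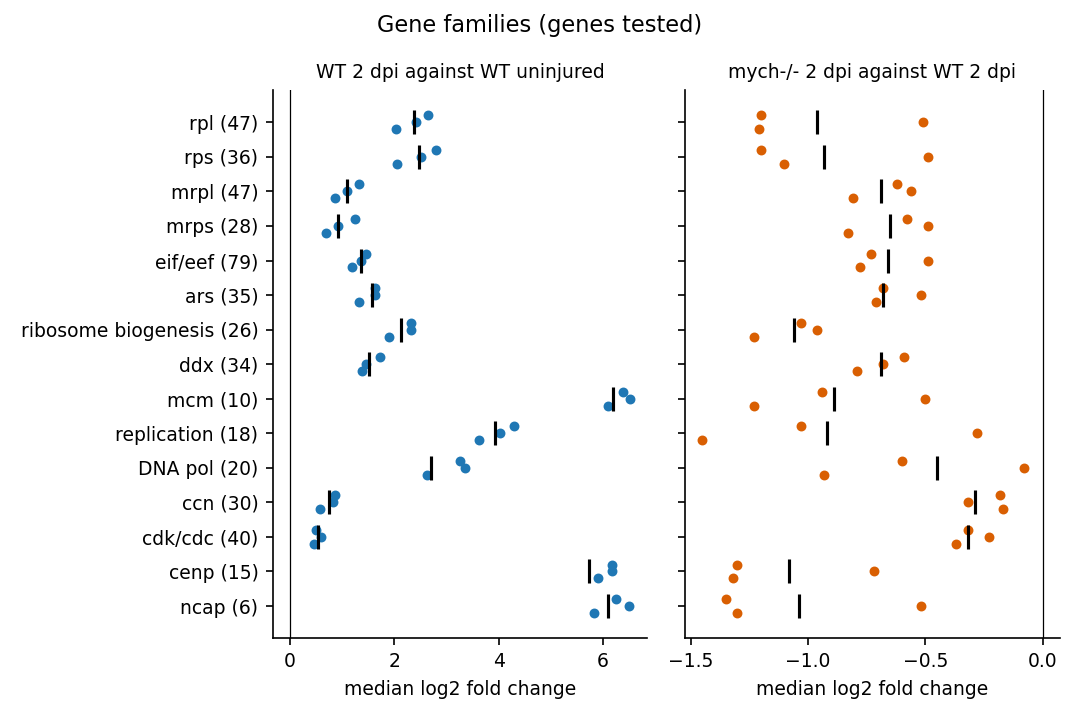
Median log2 fold change of 15 gene families (number of genes tested in brackets) with injury (left) and between genotypes at 2 dpi (right). Points are the medians of each of the 3 Wt 2 dpi libraries (left) or 3 *mych*-/- 2 dpi libraries (right) against the mean of the reference group, and black bars are the medians of the fitted values, which lie above 0 for all 15 families with injury and below 0 for all 15 between genotypes under every scaling tried.

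The genes that were assayed by qPCR in the study formed a list of their own. Of these, 16 gene IDs were tested, and 16 were called with injury. *ascl1a* rose by 6.76 (SE 0.38, edgeR adjusted p 3.52e-07) and *LIN28A* (ENSDARG00000016999) by 7.19 (SE 0.45, edgeR adjusted p 9.16e-07). Between genotypes 14 of the 16 were lower, and 5 were called: *RRP9* (-1.51, SE 0.23, edgeR adjusted p 0.0168), *mki67* (-1.33, SE 0.24, edgeR adjusted p 0.0253), *IMP4* (-1.20, SE 0.26, edgeR adjusted p 0.0459), *RPL15* (-1.07, SE 0.23, edgeR adjusted p 0.0431) and *RPS6* (-1.02, SE 0.22, edgeR adjusted p 0.0462). Adjusted over the list alone, 15 passed the adjusted p threshold between genotypes, which is not independent evidence, because the list was chosen in the study on samples of this kind. *ascl1a* (-0.92, SE 0.29, edgeR adjusted p 0.122) and *LIN28A* (0.27, SE 0.34, edgeR adjusted p 0.739) were not called. The count of 5 ran from 0 (without Wt 2 dpi replicate 2) to 12 (without *mych mut* replicate 2), and DESeq2's Wald test gave 14.

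The third comparison set *mych mut* MG at 2 dpi against Wt uninjured MG. Injury and genotype differ together in it, so it is not an injury effect within mutants. Of 20484 genes, 5292 were called, 3340 higher and 1952 lower, fewer than the 8621 of the Wt injury comparison. Scaling by library size only gave 4986 genes, of which 76.4% were higher, against 63.1% of the calls above. The setting that moved the count most was the inner retinal neuron score as a covariate, with 2245 genes.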

Values the study reported

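The study reported that Mych regulated ∼16% of the genes of the regeneration-associated transcriptome of MG, and Mycb ∼40%. From an intersection of log2 fold differences it reported 436 injury-responsive genes as specific to Mych and 1182 as specific to Mycb.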

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

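The inner retinal neuron score as a covariate (the mean log2 CPM of that marker list per library), DESeq2's Wald test at a 1.5-fold threshold, upper quartile scaling for the families and lists, and fry with that covariate were chosen after seeing the data. The FPKM filter and the correction for gene length and GC content were not run, because they need exon lengths. The count of genes called with injury stayed within 1.5 times 8621 under every alternative fixed beforehand (7040 to 8808 when 1 library was left out), and fell to 894 with the neuron score as a covariate. The comparison of *mych mut* with uninjured MG fell to 2245 with that covariate. The score follows the groups, so the covariate costs precision by construction.

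The count called between genotypes (347) moved under most alternatives. It was 214 with library size only (207 of them among the 347), 221 with upper quartile scaling (all 221 among them), 219 with only the 6 libraries compared (166 among them), 9 with the neuron score as a covariate (all 9 among them), 1801 with DESeq2's Wald test and 1743 with that test at a 1.5-fold threshold, both of which held all 347. Of the DESeq2 calls 36.1% were higher, against 21.6% of the 347. The share higher was 44.4% without Wt 2 dpi replicate 1, 38.9% without *mych mut* replicate 2 and 50% without *mych mut* replicate 3. The share of injury-responsive genes called between genotypes, 3.7%, was 2.2% with library size only, 2.3% with upper quartile scaling, 2.3% with the 6 libraries compared, 16.2% and 15.9% with DESeq2 at its 2 thresholds, and 0.447% with the covariate. Leaving out 1 library gave 8 to 1026 genes and 0.098% to 11.1%. The cause of these shifts was not tested, apart from the fewer samples in the smaller fits. In the simulated counts, where only 200 genes were changed, DESeq2 called 65 unchanged genes and edgeR 5.

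Replicate numbers did not pair the libraries. The deviations of same-numbered libraries from their group means correlated at -0.075 to 0.09 over 9 pairs, and 0 pairs were above 0.1. With a replicate block, 111 genes were called between genotypes (104 of them among the 347), 1.2% of the injury-responsive genes and 3 of the genes assayed by qPCR, and *MYC* ENSDARG00000007241 changed by 0.02 instead of -0.04. The block uses up degrees of freedom.

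Of the genes assayed by qPCR, 5 were called between genotypes. The count was 2 with upper quartile scaling, 14 with DESeq2 at either threshold, 3 with the 6 libraries compared, 0 with the covariate, and 0 to 12 when 1 library was left out. Of the Myc family, 1 gene was called with injury under the covariate. All 15 families kept their direction in both comparisons under each alternative tried. The number past the threshold was 0 with injury and 0 between genotypes under camera's estimated correlation, and 8 (camera) and 7 (fry) between genotypes with the covariate. Leaving out Wt 2 dpi replicate 3 left 14 between genotypes.

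The correlation across genes of the injury and genotype effects (-0.502) was -0.185 with Wt 2 dpi replicate 1 for injury and the others for genotype, and -0.139 with these exchanged. It was -0.166 and -0.223 for replicate 2 used in these ways, and -0.168 and -0.164 for replicate 3. The Spearman correlation in these fits was -0.449 to -0.246, against -0.616. Those fits have fewer libraries and no shared chance values.

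Some single genes changed sign, none of them called with the changed sign. With the covariate, the injury change became 0.25 for *MYCN*, -0.18 for *MYC* ENSDARG00000007241 and 0.29 for *si:ch211-214b16.4*, and the genotype difference 0.65 for *MYC* ENSDARG00000007241, -0.67 for *sagb* and -0.87 for *GUCA1B*. With library size only the genotype difference was 0.04 for *MYC* ENSDARG00000007241 and 0.06 for ENSDARG00000045695, and 0.01 for the latter with upper quartile scaling. Leaving out 1 library gave genotype differences of -0.35 to 0.31 for *MYC* ENSDARG00000007241, -0.10 to 0.08 for ENSDARG00000045695 (-0.09 to 0.19 with injury), -0.28 to 1.01 for *GUCA1B* and -0.71 to 0.36 for *GRK1*. The cause was not tested.

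Among the marker lists, the genotype difference with the covariate was -0.19 for cones, -0.10 for inner retinal neurons (by construction), -0.10 for microglia and -0.35 for vascular endothelium. The covariate also brought the MG list to 0.74 (adjusted p 0.00242), the rod list to -1.20 (adjusted p 2.3e-12) and retinal pigment epithelium to -2.70 (adjusted p 0.00313), all 3 past camera's threshold and none past it with fry. Leaving out 1 library gave genotype differences of -0.09 to 0.44 for MG, -0.54 to 0.38 for rods and -0.20 to 0.22 for cones. They were 0.58 (without *mych mut* replicate 3) to 1.23 (without Wt 2 dpi replicate 1) for inner retinal neurons. For microglia they were -0.27 to 0.34, and for vascular endothelium -0.04 to 0.48. Red blood cells had 0.71 (without *mych mut* replicate 1) to 4.69 (without Wt 2 dpi replicate 1). Retinal pigment epithelium had -2.42 (without *mych mut* replicate 1) to -0.02 (without Wt 2 dpi replicate 1). The injury changes were 0.28 (without Wt 2 dpi replicate 3) to 1.40 (without Wt uninjured replicate 2) for MG. For retinal pigment epithelium they were 0.35 (without Wt 2 dpi replicate 1) to 2.62 (without Wt 2 dpi replicate 3). They were -1.52 to 5.2e-04 for red blood cells and -0.36 to 1.27 for vascular endothelium. The cause was not tested.

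Across the named genes, 984 values under the other alternatives held 892 on the same side, with 56 weaker, 26 stronger and 10 reversed, and 738 values with 1 library left out held 629, with 81 weaker, 17 stronger and 11 reversed. In the simulated counts edgeR called 9 of 64 genes changed 2-fold and DESeq2 20 of 67, so both missed many such changes there. Only 200 genes were changed in them, so these rates need not hold for the comparisons here.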

Other observations

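The tests of a smaller share of responsive glia, of more neuron RNA in the mutant sorts and of genes at the count floor were chosen only after the results were seen.

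The share of injury-responsive genes called between genotypes was 3.7% here. That is lower than the value quoted from the study above. The 2 shares are of unlike sets of genes, because the study's threshold on FPKM was not applied here. The study's methods do not name its test for differential expression, so the cause of the gap stays open. The share here depended on the test and on single libraries: DESeq2's Wald test gave 16.2%, and 15.9% at a 1.5-fold threshold, with no such gap to the quoted value, and edgeR fits that each left out 1 library gave 0.098% to 11.1%.

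Of the 10 splits of the 6 libraries into 3 and 3, 1 (the real one) gave as many genes as the injury comparison, and the other splits gave 0. The same held for *mych mut* against uninjured MG (1 of 10). For the comparison of genotypes, 2 of the 10 splits gave as many genes. The split of Wt 2 dpi replicate 1 with *mych mut* replicates 1 and 3 from the other libraries gave 646 genes, against 347 for the real one, and the other 8 splits gave 0 (with 296 to 998 genes at an unadjusted p-value under 0.05). With 10 splits no share under 0.1 can be reached. Those 3 libraries had the highest scores of the inner retinal neuron list among the injured libraries (5.82, 6.19 and 6.59 log2 CPM, against 4.64, 5.12 and 5.62). A candidate explanation is that the amount of neuronal RNA differs between sorts and adds to the spread within both genotypes. This fits the rise of the call count to 1026 without *mych mut* replicate 2 and to 982 without Wt 2 dpi replicate 1, which leaves sorts whose scores part by genotype. Neuronal RNA and genotype are then harder, not easier, to separate.

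RNA from other retinal cells bears on the genes called between genotypes. Of the inner retinal neuron list 20 of 22 genes tested were higher in *mych mut* than in Wt MG at 2 dpi. The median was 0.79 (camera adjusted p 3.27e-06, fry adjusted p 0.106), and 0.94, 0.17 and 1.40 in the 3 mutant libraries. With camera's estimated correlation the list did not hold (adjusted p 0.52), and its median was 0.58 to 1.23 when 1 library was left out. Its most abundant genes were also higher: *SYT1* by 1.27, and the *SNAP25* genes by 0.44 and 0.80. The summed level was 4643, 2892 and 5662 CPM in *mych mut* and 3640, 1676 and 2355 CPM in Wt libraries, so *mych mut* replicate 2 lay below Wt replicate 1. The rod list (-0.15) and the cone list (0.03) had members going both ways and decide nothing. Of the other lists, microglia had a median of 0.17, red blood cells 1.74 (3 genes), retinal pigment epithelium -1.54 and vascular endothelium 0.25, none past the threshold in the fit reported. The retinal pigment epithelium list passed it with no low-count filter (-1.64, camera adjusted p 0.0301), but its fall rested on Wt 2 dpi replicate 1, which summed to 401 CPM against 81.8 and 25.9 CPM in the others, and was -0.02 without that library. No gene was on 2 lists (0), and every gene tested on a list had counts in these sorted cells. Of the 75 genes called higher in the mutant, 15 were also called higher than in Wt uninjured MG, among them *NPR3* and *PLA2G4A*. The uninjured libraries had the highest neuron scores (6.91 to 7.11 log2 CPM), so neither more neuronal RNA nor a weaker loss of it would place genes above them. With the neuron score as a covariate the median difference of the 15 was 2.04, against 1.74 without it, and 3 of the 15 were still called. This argues against the amount of neuronal RNA as the cause for those 15, and new expression in injured neurons was not tested. For the other 60, the median of 1.57 became smaller with the covariate (1 of them still called). More neuronal RNA in the sorts and a weaker loss of neuronal transcripts in mutant MG or their neighbours cannot be told apart there. Each would raise the inner retinal neuron list, and 56 of the 60 were called lower with injury. The study reported fewer TUNEL+ (apoptotic) cells in injured *mych mut* than in injured Wt retinas, at an earlier day. That does not decide it, because fewer dying neurons could go with either.

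The families that were lower in *mych mut* MG could in part reflect dilution by neuronal RNA. The MG list does not decide this: its median was 0.23, with 7 genes higher and 4 lower, and 0.21, 0.42 and -0.29 in the 3 mutant libraries. Within each injured group the summed level of the list was lower where the neuron score was higher, as dilution would give. It was 6107, 10404.5 and 3717 CPM in *mych mut* replicates 1 to 3 (scores 6.19, 5.62 and 6.59). In Wt 2 dpi replicates 1 to 3 it was 5159, 7197 and 5818 CPM (scores 5.82, 4.64 and 5.12). Across groups it did not follow the score: the uninjured libraries, with the highest scores, had 4990 to 9813 CPM. With 3 libraries per group this order does not settle the question. With the neuron score as a covariate, 8 families (rpl, rps, mrpl, mrps, eif/eef, ars, ribosome biogenesis and ddx) were lower past the threshold by camera and 7 by fry, and 5 by both: mrpl, eif/eef, ars, ribosome biogenesis and ddx. Ribosome biogenesis genes then had a median of -0.94 (fry adjusted p 0.0129), against -1.06 without the covariate. For these 5 families the values argue against neuronal RNA as the whole cause. For the other 10 families, dilution and an effect of the mutation cannot be told apart, because the fall did not pass both tests with the covariate: rpl went from -0.96 to -0.45 (fry adjusted p 0.133) and rps from -0.93 to -0.41 (fry adjusted p 0.182). Of the 10, ccn and cdk/cdc passed fry and not camera. Their falls changed little with the covariate, ccn at -0.29 in both fits (fry adjusted p 0.00163, camera adjusted p 0.125) and cdk/cdc from -0.32 to -0.27 (fry adjusted p 0.016, camera adjusted p 0.0987), which goes against dilution without settling it. That the protein synthesis and cell division families differ in this was not tested.

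A smaller share of injury-responsive glia among the sorted mutant cells would leave every family the same fraction of its injury rise. The fractions, from summed CPM, were 25.8% to 36.4% for ribosome biogenesis, 6.0% to 36.2% for mrps, 28.8% to 58.2% for rpl, 37.4% to 68.5% for mcm and 52.4% to 66.5% for ccn genes over the mutant libraries. Their order was shared by the libraries: Kendall's W over 15 families was 0.59 to 0.80 across 36 ways to assign Wt libraries (permutation p at most 0.01, 10000 permutations). This argues against a smaller share as the only cause. A change within responsive glia may remain, as a hypothesis, and it was not told apart from effects present before injury, since no uninjured mutants were sequenced in this design.

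At 2 dpi, 44 genes were at or under 3 counts in all libraries of one genotype and at 30 or more depth-scaled counts in all of the other, 20 at the floor in mutants and 24 in Wt. Of the 10 splits of the 6 libraries only the real one (1) gave as many, and the others gave 7 to 22. Of the 20, 10 were above the floor in all Wt uninjured libraries and 6 at the floor in all of them. *SMC1A* had 762, 767 and 747 counts in uninjured, 334, 96 and 329 in Wt 2 dpi and 0 in each *mych mut* library, and *F10* and *fkbp15a* (chosen after their values were seen) were also at 0 in the mutants. Of the 29 genes that could be placed, 28 lie on another chromosome than *mych*, which argues against linkage for those 28, and the genes not placed stay open. Of the 24 at the floor in Wt 2 dpi MG, 8 were above it in all Wt uninjured libraries and 6 at it in all. A Wt sequence or copy that yields no reads would leave uninjured Wt MG at the floor too. The values argue against it for those 8, and a copy that only the mutant line carries stays open. For the rest, line differences in sequence or copy and an effect of the mutation cannot be told apart, because genotype and line coincide. Isolated zeros were also seen within groups: 0.33% to 2.13% of genes per library had 0 counts where both other libraries of the group had 30 or more, so a counting artefact is a further open explanation, untested.

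The same question was put to all genes called between genotypes. Of the 347, 264 were placed on another chromosome than *mych* and 11 on the same one, so linkage does not account for those 264. Whether calls gather near *mych* could not be decided: 1 of 58 neighbours tested was called (1.7%, as for the other genes, 1.7%), and 1.8% of the genes tested on its chromosome against 2.0% elsewhere, but only 65 of 100 neighbours and 676 of 1105 genes of that chromosome had an ID, too few for either check. Unlinked differences between the lines and the mutation itself cannot be told apart, because they coincide with genotype. Gene length and GC content were not tested.

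Neuronal transcripts fell with injury in Wt MG. The rod list had a median of -3.22 (camera adjusted p 1.83e-08), the inner retinal neuron list -1.74 (5.86e-07) and the cone list -1.50 (1.64e-05). Every gene tested on these lists was lower. All 3 lists held with fry (adjusted p 0.0056 each), and none held with camera's estimated correlation (adjusted p 0.52 each). The MG list (1.29), microglia (1.68) and red blood cells (-1.29) did not pass the threshold. Retinal pigment epithelium (1.84, with genes at the floor set to their bound) and vascular endothelium (0.16) did not pass it either. The MG value was 0.28 without Wt 2 dpi replicate 3, and 0.19, 0.44 and 0.97 in the 3 Wt 2 dpi libraries. A general fall in carried-over RNA would lower these lists alike, but rods fell further than cones by -1.09 to -2.28 over the Wt 2 dpi libraries, with 10.3% of the rod, 39.0% of the cone and 31.2% of the inner neuron CPM left. The lists held 18.0% of the CPM lost by the genes that fell. This argues against an equal fall as the cause. A carry-over that changes by cell type, and a loss of photoreceptors in the injured retina, stay open and were not tested.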
